# Assessment of the histone mark-based epigenomic landscape in human myometrium at term pregnancy

**DOI:** 10.7554/eLife.95897

**Published:** 2025-06-10

**Authors:** San Pin Steve Wu, Elvis Quiroz, Tianyuan Wang, Skylar G Montague Redecke, Xin Xu, Lin Lin, Matthew L Anderson, Francesco J DeMayo

**Keywords:** myometrium, Progesterone, chromatin, Human

## Abstract

The myometrium plays a critical role during pregnancy as it is responsible for both the structural integrity of the uterus and force generation at term. Emerging studies in mice indicate a dynamic change of the myometrial epigenome and transcriptome during pregnancy to ready the contractile machinery for parturition. However, the regulatory systems underlying myometrial gene expression patterns throughout gestation remain largely unknown. Here, we investigated human term pregnant nonlabor myometrial biopsies for transcriptome, enhancer histone mark cistrome, and chromatin conformation pattern mapping. More than thirty thousand putative enhancers with H3K27ac and H3K4me1 double positive marks were identified in the myometrium. Enriched transcription factor binding motifs include known myometrial regulators AP-1, STAT, NFkB, and PGR among others. Putative myometrial super enhancers are mostly colocalized with progesterone receptor-occupying sites and preferentially associated with highly expressing genes, suggesting a conserved role of PGR in regulating the myometrial transcriptome between species. In human myometrial specimens, inferred PGR activities are positively correlated with phospholipase C like 2 (*PLCL2*) mRNA levels, supporting that PGR may act through this genomic region to promote *PLCL2* expression. PGR overexpression facilitated *PLCL2* gene expression in myometrial cells. Using CRISPR activation, we assessed the functionality of a PGR putative enhancer 35 kilobases upstream of the contractile-restrictive gene *PLCL2*. In summary, the results of this study serve as a resource to study gene regulatory mechanisms in the human myometrium at the term pregnancy stage for further advancing women’s health research.

## Introduction

The myometrium is the muscular component of the uterus. Throughout gestation, the myometrium maintains contractile quiescence until labor, where uterine contractility facilitates parturition. Pre-term birth, often characterized by aberrant myometrial activity before term, results in the termination of pregnancy prior to 37 weeks gestation. Complications associated with pre-term birth account for 35% of neonatal death and contribute to lifelong physical and socioeconomic multi-morbidities to surviving neonates and mothers (Chawanpaiboon et al., 2019). It is therefore critical to understand the molecular mechanisms underlying the maintenance and shift of myometrial quiescence throughout gestation.

The myometrium undergoes extensive structural and functional remodeling in preparation for parturition through genomic regulatory mechanisms which influence gene expression throughout pregnancy. Major transcription factor families have been identified to contribute throughout the remodeling process. Studies on the role of steroid hormone receptors in myometrial remodeling suggest that the withdrawal of functional progesterone signaling at term results from a stoichiometric shift favoring the PGR-A isoform over PGR-B. This shift is associated with increased activation of estrogen receptor alpha (ESR1) expression at term (Mesiano et al., 2002; Merlino et al., 2007; Muter et al., 2016).

Activator protein 1 (AP-1) complex subunits have been observed to act as PGR coregulators (Dai et al., 2003) and have dynamic expression patterns throughout gestation in both humans and rodent models. For example, FOS:JUN heterodimers are implicated to be critical for the initiation of labor through transcriptional regulation of gap junction proteins such as Gja1 (Gap junction alpha 1; Mitchell and Lye, 2001; Mitchell and Lye, 2005; Balducci et al., 1993).

Contributing to the dynamic nature of the myometrial transcriptome during term is the epigenome and its reprogramming. Studies investigating epigenetic markers related to gene activation in the mouse myometrium have revealed that the promoters for contractility-driving genes, such as Gja1, are epigenetically activated well before the onset of labor (Shchuka et al., 2020). Considering this, the myometrial epigenome’s role in parturition disorders, such as preterm birth, has thus been under investigation. For example, it is known that altered DNA methylation is linked with preterm birth (Barcelona de Mendoza et al., 2017), including at the promoters of genes associated with myometrial contraction (Erickson et al., 2023) and fetal membrane rupture (Wang et al., 2008). However, differential myometrial DNA methylation at CpG islands in the promoters of contractility-driving genes is not thought to be a major contributor to preterm birth (Mitsuya et al., 2014). Given that DNA methylation-mediated gene regulation often occurs outside of CpG islands (Irizarry et al., 2009), there is still work to be done at this interface. Regardless, whether through epigenetic or transcriptomic gene regulatory programs, the molecular mechanisms underlying the regulation of genes critical for myometrial reprogramming and quiescent maintenance are still poorly understood.

In this study, we aim to improve our understanding of the cellular processes involved in shaping the myometrium’s dynamic state of quiescence at pregnancy through the epigenetic and transcriptomic profiling of the human myometrium. Because of the relevance of genomic regulatory mechanisms in coordinating myometrial activity, we identified candidate cis-acting regulatory regions using chromatin immunoprecipitation sequencing (ChIP-Seq) assays of surrogate histone enhancer markers H3K27ac (Creyghton et al., 2010) and H3K4me1 (Heintzman et al., 2007) alongside chromatin conformation capture assays in term pregnant myometrial tissues. Using this data, we investigated cis-acting regulatory regions for the gene phospholipase C like 2*,* which encodes for the protein PLCL2 and has been implicated in the modulation of calcium signaling (Uji et al., 2002) and maintenance of myometrial quiescence (Peavey et al., 2021). Putative enhancers upstream of the PLCL2 transcriptional start site were subjected to functional assessment using CRISPR activation-based assays. Here, we identified a genomic region 35 kilobases upstream of the *PLCL2* transcriptional start site involved in *PLCL2* transcriptional regulation. Furthermore, we aimed to characterize this genomic region through the identification of candidate *PLCL2* transcriptional regulators co-localizing with this cis-acting element using integrative cistrome and transcriptome analysis and have demonstrated PGR to be a direct regulator for *PLCL2* expression. These findings build upon our understanding of myometrial remodeling throughout gestation and will be pertinent for the development of medical interventions aiming to address pre-term birth.

## Results

### Epigenomic landscape in term pregnant myometrial specimens

To better understand the regulatory network shaping the myometrial transcriptome before labor, we analyzed transcriptome and putative enhancers in individual human myometrial specimens. 

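RNA from 3 term pregnant nonlabor myometrial biopsies was sequenced with paired-end reads, as 1 library per subject. The authors filtered the reads on quality, removed adaptor sequences with cutadapt, aligned the reads to the human genome (hg38) with STAR and counted read pairs per gene. They deposited 1 table with FPKM values (a unit that divides the fragments of a gene by its length and by the mapped reads of the library) for 28069 gene symbols, each listed once. The paper's text does not name the gene annotation or the tool that gave the FPKM values of these specimens. It does not say whether these values were made from the counts. The columns of the table carry specimen codes in place of subject numbers, and the specimens are called A, B and C here, in the order of the table. Supplementary file 6 of the paper lists FPKM values of subjects 1, 2 and 3 for 346 genes, and 342, 341 and 342 of these were equal, to the last decimal, to the values of specimens A, B and C, with a largest difference of 0.005. The FPKM values summed to 317992 in specimen A, 343855 in specimen B and 327810 in specimen C. Read totals were not in the table, but FPKM keeps a trace of them, since in a gene of known length each further read adds the same amount. In microRNA genes of at most 120 bp, 94.6%, 93.9% and 96.5% of the low values of specimens A, B and C fell on or close to whole steps of this kind. By the size of the step, specimen A was sequenced 1.63 times and specimen B 1.38 times as deeply as specimen C. If the smallest step stands for 1 mate of a pair, the libraries held about 70900000, 59900000 and 43400000 mapped pairs, and an FPKM of 1 on a transcript of 1 kb stands for 70.9, 59.9 and 43.4 pairs. If it stands for a whole pair, they held about 142000000, 120000000 and 86700000 pairs. The ratio between the libraries is the same under either reading. Specimen A also had a slight overall offset: over the 11115 genes with FPKM of 1 or more in all 3 specimens, the median log2 ratio to the mean of the other specimens was 0.20 in specimen A, -0.11 in specimen B and -0.08 in specimen C. Genes were called active at FPKM of 1 or more, as in Table 1, and sorted into the classes of Figures 1B and 2B with cut points at FPKM 5 and 15. All 3 libraries come from 1 condition, so no groups were compared, and values are given per specimen or as mean ± SD over the 3 specimens.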

Using RNA-seq, we identified actively expressed RNAs, while ChIP-seq for H3K27ac and H3K4me1 was used to map putative enhancers (Supplementary file 1). Active genes were associated with nearby putative enhancers based on their genomic proximity. Additionally, chromatin looping patterns were mapped using Hi-C to further link active genes and putative enhancers within the same chromatin loops (Supplementary file 1 and Supplementary file 2). The ChIP-seq assay identified an average of 44,238 H3K27ac and 74,325 H3K4me1-positive genomic regions in three term-pregnant, nonlabor myometrial biopsies (Table 1). 

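Active genes numbered 12809 in specimen A, 11761 in specimen B and 11902 in specimen C, a mean of 12157 ± 569 (SD, n = 3). Protein-coding genes in GENCODE release 44 made up 92.3%, 93.0% and 93.1% of them in specimens A, B and C, and long noncoding RNA genes made up 3.32%, 3.07% and 2.79%. In total, 13314 genes were active in at least 1 specimen, 11115 of them (83.5%) in all 3, 928 in 2 and 1271 in 1. Of the last set, 892 were active in specimen A, 187 in specimen B and 192 in specimen C. The 892 genes active in specimen A alone sat close to the threshold, with a median FPKM of 1.37, and 34 of them reached FPKM 5. Across the 13314 genes, Pearson's correlation of log2(FPKM + 1) was 0.944 between specimens A and B, 0.949 between A and C, and 0.965 between B and C, and Spearman's was 0.927, 0.935 and 0.951. These are correlations across genes, which are not independent replicates. The count moved most when FPKM was rescaled to TPM (so that each specimen sums to the same total) with the threshold kept at 1, to a mean of 14746 genes. Thresholds at FPKM 0.5 and 2 gave means of 13855 and 10083. The genes with the highest mean FPKM were ACTG2 with 10060.1 ± 2620 (SD, n = 3), DES with 9973 ± 3562, MYL9 with 7130 ± 1990, TPM2 with 5231 ± 1826 and HSPB1. Low values do not always mark a silent gene. MALAT1 was listed at 0.513, 0.275 and 0.372, and H3F3A at 0.007 in specimen A and at 0 in specimens B and C, although nearly all cells use both genes, which were picked for this purpose after their values were seen.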

An RNA-Seq assay revealed an average of 12,157 active genes in these specimens that manifested expression levels of fragments per kilobase of transcript per million mapped reads (FPKM) greater than or equal to 1 (Table 1). A High-throughput Chromosome Conformation Capture (Hi-C) assay further found a total of 27,162 chromatin loops from two of the three myometrial specimens (Table 1, subject 1 and 3). We failed to identify chromatin loops in the second subject’s biopsy due to limited sample availability. Together, these results delineate a map of H3K27ac and H3K4me1-positive signals in the human term pregnant myometrial tissue before the onset of labor, which we use as a resource to investigate the molecular mechanisms that prepare the myometrium for subsequent parturition.

**Table 1.** Epigenome and transcriptome profile of the individual myometrium biopsy. Active genes are defined as FPKM ≥1. N.D., not determined.

Subject	1	2	3
Number of H3K27ac intervals	47,223	39,465	46,026
Number of H3K4me1 intervals	72,091	74,511	76,374
Number of active genes	12,809	11,761	11,902
Number of chromatin loops	10,321	N.D.	16,841

When comparing the present study to previous findings (Dotts et al., 2023), 8563 genomic regions carry common H3K27ac-positive histone marks. However, significant variations in the number and location of H3K27ac-positive intervals are present across the six samples among these two studies (Figure 1—figure supplement 1). Depending on the number of mapped intervals, the 8563 common regions constitute between 20.7% and 71.5% of total H3K27ac-positive intervals across the six myometrial specimens (Figure 1—figure supplement 1). Notably, the fraction of intervals commonly identified in the present study’s three specimens ranges between 56.4% and 70.0% of each of their total H3K27ac-positive regions, while the Dotts dataset has a wider range between 28.0% and 74.0%. With a less stringent criterium, most of the H3K27ac-positive intervals are found in at least two samples, ranging between 75.4% and 98.3% (Figure 1—figure supplement 1). These data together highlight the degree of variation in mapping the epigenome among specimens and datasets.

### Putative enhancers for gene regulation in the human myometrium

Since H3K27ac and H3K4me1 marked genome regions are associated with enhancers for gene regulation (Creyghton et al., 2010; Heintzman et al., 2007), we define the regions that have overlapping H3K27ac and H3K4me1 marks as putative myometrial enhancers at the term pregnant nonlabor stage (Supplementary file 3). Among the three specimens, 13,114 putative enhancers are commonly present (Figure 1A). A significant variance in the location of myometrial putative enhancers is also seen among biopsies as evident by the observation that these common putative enhancers make up less than half of the total putative enhancers in each individual specimen (Figure 1A). More than one-third of these 13,114 common putative enhancers are located within a 100-kilobase vicinity of actively high-expressing genes (FPKM≥15), while a much smaller fraction of them (13.3%) are associated with actively low-expressing genes (Figure 1B). 

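The class of high-expressing genes (FPKM of 15 or more) held 3163 genes in specimen A, 2915 in specimen B and 2901 in specimen C. This was 24.6% ± 0.216 (SD, n = 3) of the active genes. The middle class, with FPKM from 5 to under 15, held 4155, 3483 and 3680 genes, or 31.0% ± 1.41 (SD, n = 3). Low-expressing genes, with FPKM from 1 to under 5, numbered 5491, 5363 and 5321, or 44.4% ± 1.39 (SD, n = 3). The cut points that part the active genes into classes of equal size were an FPKM of 3.50 ± 0.161 and 10.6 ± 0.181 (SD, n = 3). The excess of active genes in specimen A over specimen B was spread over the classes, with 248 more high-expressing, 672 more middle and 128 more low-expressing genes. Rescaling to TPM with the same cut points moved the classes most, to 46.2%, 26.2% and 27.6%. The distances between these genes and the putative enhancers were not analysed here.

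**Figure D1:**
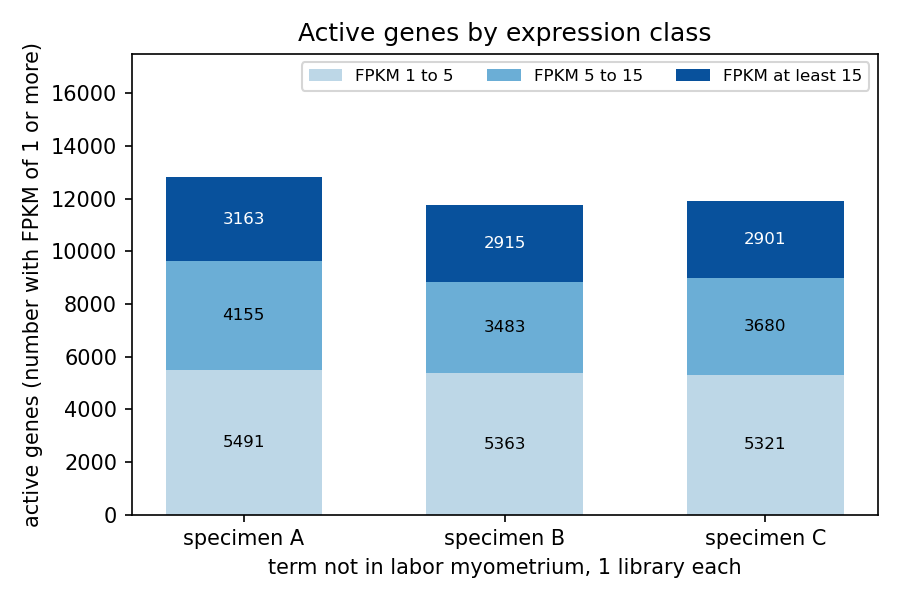
Number of active genes in each of the 3 term pregnant nonlabor specimens, with 1 library each and no error bars. Bars are stacked by expression class (FPKM 1 to 5, 5 to 15, and at least 15), and in each specimen the low-expressing class is the largest, with 5321 to 5491 genes.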

Motif enrichment analysis on these common putative enhancers further reveals an overrepresentation of binding motifs for myometrial transcription factors AP-1, STAT5, and NFκB, steroid hormone receptors PGR and NR3C1, and smooth muscle transcription regulators SRF and ELK1 (Figure 1C, Supplementary file 4). These findings collectively suggest that the putative myometrial enhancers bring together smooth muscle and hormonal control programs for the regulation of myometrial gene expression at term pregnancy.

**Figure 1.**
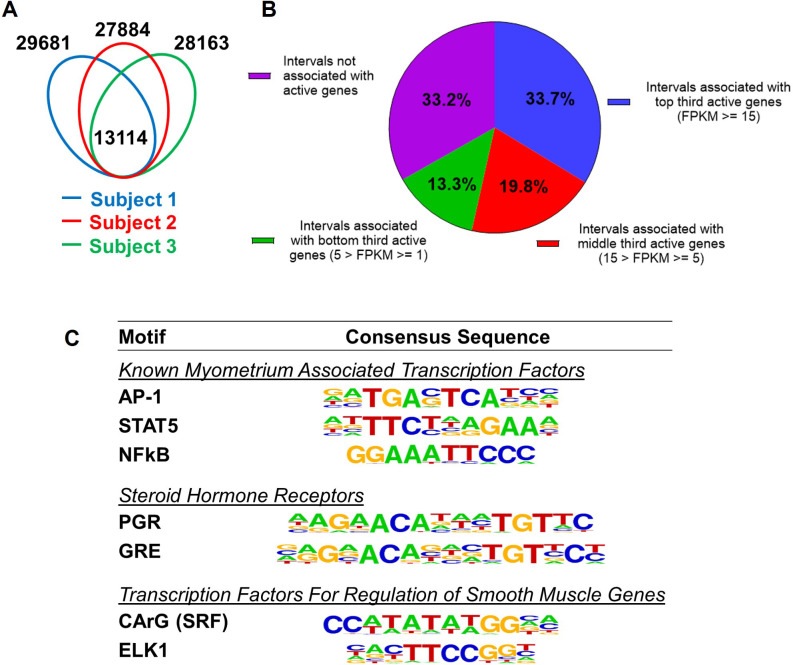
Putative enhancers in term pregnant human myometrial tissues. (**A**) Distinct and common putative enhancers in term pregnant myometrial biopsies from three subjects. Genomic regions with H3K27ac and H3K4me1 double positive histone marks are defined as putative active enhancers. (**B**) Association of commonly shared putative enhancers with active genes. The association between an interval and an active gene is defined by locating within 100 kb vicinity of each other. (**C**) Over-Represented transcription factor binding motifs in putative enhancers. A subset of enriched motifs that are relevant to myometrial homeostasis in the 13,090 H3K4me1/H3K27ac-positive putative enhancer regions is displayed.

**Figure 1—figure supplement 1.**
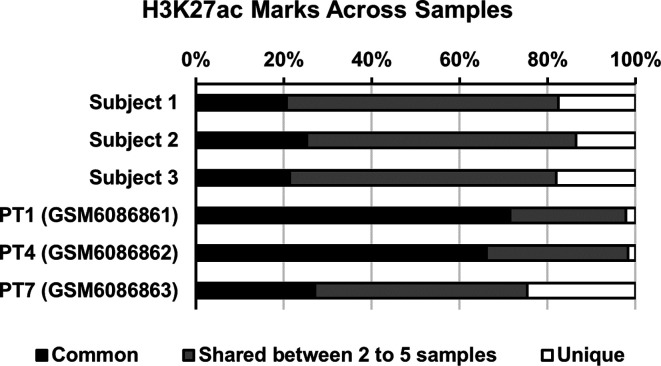
Subject variations on H3K27ac-positive histone marks.

Super enhancers house hormone-dependent gene regulatory programs for female reproductive tract homeostasis (Shin et al., 2016; Hewitt et al., 2020). Across the three human subjects, 540 putative super enhancers are commonly identified in the term pregnant nonlabor myometrial specimens (Figure 2A, Supplementary file 5). More than 40% of the 540 putative super enhancers are located within a 100 kilobase distance to high-expressing genes (FPKM ≥ 15), while only 7.3% of putative myometrial super enhancers are found near low-expressing genes (5>FPKM ≥ 1; Figure 2B). 

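Supplementary file 6 lists 346 genes that the paper associates with the common super enhancers. The authors chose these genes from the same 3 libraries, as active genes. All 346 were found in the table of FPKM values, with FPKM of 1 or more in at least 1 specimen, 343 had a mean FPKM of 1 or more, and 339 reached 1 in all 3 specimens. By mean FPKM, 167 of the 343 genes (48.7%) were high-expressing, 109 (31.8%) were in the middle class and 67 (19.5%) were low-expressing. Taken specimen by specimen, the high-expressing share of the active listed genes was 49.3% in specimen A, 46.3% in specimen B and 47.5% in specimen C, with a mean of 47.7% ± 1.48 (SD, n = 3). The low-expressing share was 18.3%, 22.3% and 21.1%, with a mean of 20.6% ± 2.07 (SD, n = 3). The listed genes with the highest mean FPKM were HSPB1 with 5066 ± 1305 (SD, n = 3), FTH1 with 2370 ± 334, CSRP1 with 1701 ± 308 and COL1A1 with 1217 ± 702. They were followed by IFITM3 with a mean FPKM of 964 ± 98.2, SPARCL1 with 906 ± 117, COL6A2 with 815 ± 224, TPM4 with 662 ± 110, TGFBI with 489 ± 472 and CD151 with 435 ± 80.9. The rank of TGFBI rests on specimen C, with an FPKM of 1018 there, 109 in specimen A and 340 in specimen B. Without specimen C its mean was 225, below the 10 highest. CD151 also left the 10 highest without specimen B, with a mean of 394. These shares count genes, whereas Figure 2B counts super enhancers, and the distances behind the list were not analysed here.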

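The expression of the super-enhancer-associated genes of Supplementary file 6 was set against that of all 12279 genes with a mean FPKM of 1 or more. The 343 listed genes above that threshold had a median of the mean FPKM of 14.3, against 6.03 for all active genes. In 10000 random lists of 343 active genes, the medians, apart from the lowest and highest 2.5%, ran from 5.06 to 7.15, and the highest of all was 8.33. The share of high-expressing genes was 48.7% in the list and 24.4% among all active genes. In the random lists, with the same tails set aside, it ran from 19.8% to 28.9%, with a highest value of 34.1%. The list median was 14.7 in specimen A, 13.3 in specimen B and 13.7 in specimen C, a mean of 13.9 ± 0.722 (SD, n = 3), while the median of all active genes was 6.02 ± 0.190 (SD, n = 3). In each of the 3 specimens, both the median and the share lay above every random list. Genes are not replicates, so no p-value is given. The ratio of the list median to that of all active genes was 2.37, and it was smallest, at 2.07, when both were limited to genes active in all 3 specimens. Genes near regular enhancers were not analysed here. The paper reaches its statement on super enhancers by comparing the classes of nearby genes in Figures 1B and 2B.

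**Figure D2:**
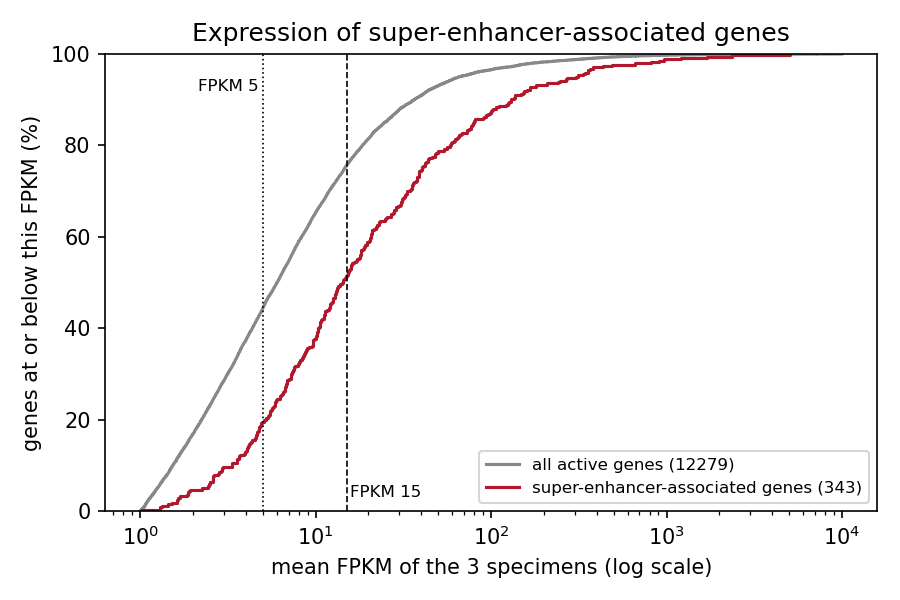
Cumulative share of genes (%) by mean FPKM of the 3 specimens (log scale), for all 12279 active genes and for the 343 super-enhancer-associated genes. The vertical lines mark FPKM 5 and 15, and the curve of the listed genes lies to the right, with a median of 14.3 against 6.03.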

Compared with the regular putative enhancers, the putative myometrial super enhancers are found more frequently near active genes that are expressed at relatively higher levels (Figures 1B and 2B). Notably, 76% of the putative super-enhancers co-localize with known PGR-occupied regions in human myometrial tissue, compared to 20% co-localization observed in regular enhancers. Further examining the myometrial active genes that are associated with putative super enhancers revealed an enrichment of gene functions in cytoskeleton organization, extracellular-receptor interaction, transcription regulation, mRNA stability, and estrogen signaling (Figure 2C, Supplementary file 6). 

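All genes that Supplementary file 6 names under the 5 terms of Figure 2C were active in the table of FPKM values by their mean FPKM, which also sets the order of genes here. The 14 genes of actin cytoskeleton organization had a median of the mean FPKM of 32.6, and 11 of them were high-expressing. Their values ran from SSH1, with 4.77 ± 1.19 (SD, n = 3), to ACTN1, with 355 ± 63.6 (SD, n = 3). The 6 genes of ECM-receptor interaction had a median of 214, and all 6 were high-expressing. The median over these 6 differed widely between specimens, with a mean of 221 ± 158 (SD, n = 3), and without specimen C the median of the mean FPKM was 130. COL1A1 was the highest of these by mean, with an FPKM of 408 in specimen A, 1661 in specimen B and 1583 in specimen C, although COL6A2 was higher in specimen A, at 666. Of the 22 genes with DNA-binding transcription factor activity, 6 were high-expressing, and the median was 9.67. FOS stood highest by mean, with an FPKM of 147 in specimen A, 157 in specimen B and 30.9 in specimen C, where EPAS1, at 38.9, and HOXD9, at 33.0, were higher. ZFHX3 was lowest by mean, with 1.44 ± 0.209 (SD, n = 3). The 3 genes of mRNA destabilization through the 3'-UTR were all high-expressing, from ZFP36L2 with 28.7 ± 8.78 to ZFP36 with 122 ± 35.4 (SD, n = 3). Of the 9 genes of estrogen signaling, 4 were high-expressing, and the median was 12.3. HSPA1B, at 2.25 ± 0.247 (SD, n = 3), was the lowest of them, and it has a near-identical copy, HSPA1A, so that reads of both can be split between them. Together the terms hold 49 different genes, and the median of their mean FPKM was 19.2. The median over them within each specimen had a mean of 16.9 ± 0.581 (SD, n = 3 specimens). The enrichments are the paper's own and were not recomputed. For actin cytoskeleton organization the paper's supplement gives an enrichment p-value of 9.22e-05 and a Benjamini-adjusted value of 0.0183. For transcription factor activity the paper gives 0.00118, and 0.114 after adjustment. The paper's values are 0.00419 and 0.127 for estrogen signaling, 0.0244 and 0.291 for ECM-receptor interaction, and 0.0372 and 0.749 for mRNA destabilization. The paper takes its own enhancer and enrichment results together. It concludes that the putative enhancers, a potential regulatory program within the super enhancers and the functions of the genes that they may control are associated.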

Taken together, these results establish the association among the putative myometrial enhancers, the potential regulatory program within these super enhancers, and the cellular functions of the genes they may control.

**Figure 2.**
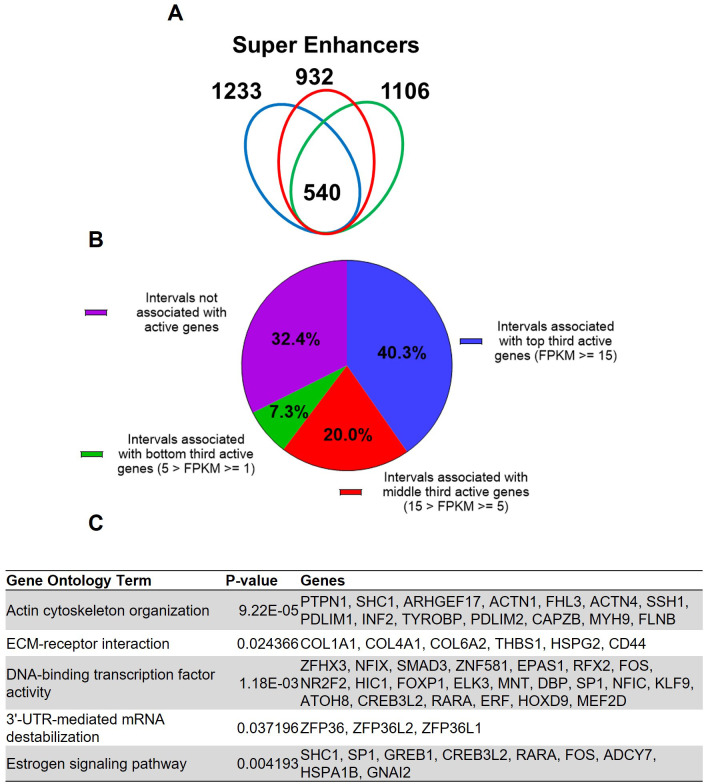
Putative super enhancers in term pregnant human myometrial tissues. (**A**) Number of super enhancers mapped in tissues of each individual human subject. (**B**) Association of commonly shared super enhancers with active genes in human myometrium. (**C**) Selected enriched gene ontology terms in the 346 active genes that are associated with super enhancers.

**Figure 2—figure supplement 1.**
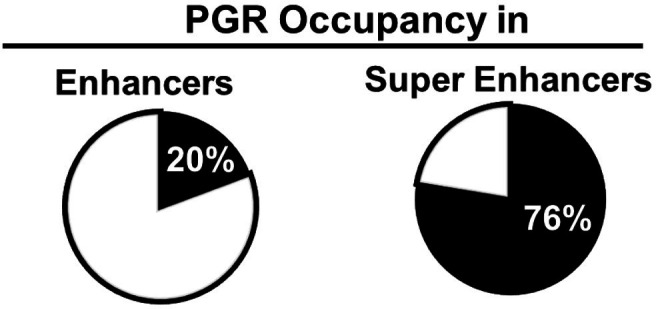
PGR occupancy in myometrial enhancers. Percentages of enhancers and super enhancers that manifest PGR occupancy. PGR genome occupancy data was previously published in NCBI GEO accession numbers GSM4081683 and GSM4081684.

### Cis-acting elements for the control of the contractile gene *PLCL2*

We previously demonstrated the positive correlation of PLCL2 and PGR expression in a mouse model and PLCL2’s function on negatively modulating oxytocin-induced myometrial cell contraction (Peavey et al., 2021). However, the mechanism that underlies PGR’s regulation of PLCL2 remains unclear. Taking advantage of the mapped myometrial cis-acting elements, we aimed to identify the cis-acting elements that may contribute to the PLCL2 transcriptional regulation with a special interest in the PGR-related enhancers.

The Hi-C assay identified a chromatin loop with one end at the *PLCL2* transcription start site (TSS) and the other end at approximately 90 kilobases upstream of the TSS (Figure 3A). Within this chromatin loop, ChIP-Seq results revealed seven genomic regions that are marked with H3K27ac in all three myometrial specimens (Figure 3A). Six of the seven regions are also co-localized with previously published genome occupancy of transcription regulators curated by the ReMap Atlas (Hammal et al., 2022; Figure 3A). For the purpose of functional screening, we focus on H3K27ac signals instead of using the H3K27ac/H3K4me1 double positive criterium to cast a wider net. Eight guide RNAs (gRNAs) were designed to target these seven candidate regions for CRISPR activation (CRISPRa)-based screening of *PLCL2* gene regulation (Figure 3A). The two previously reported gRNAs (PLCL2-7 and PLCL2-8) were able to elevate the endogenous *PLCL2* mRNA levels significantly higher than the non-targeting gRNA in immortalized human myometrial cells (hTERT-HM; Figure 3B; Peavey et al., 2021). gRNAs PLCL2-1, PLCL2-3, PLCL2-5, and PLCL2-6 also significantly increased *PLCL2* expression above the levels of the non-targeting group (Figure 3B). Moreover, results from the Perturb-Seq assay found that the PLCL2 gene ranks high in the differentially expressed gene list of the PLCL2-5 gRNA expressing cells compared with the non-targeting gRNA expressing cells (Supplementary file 7 and Supplementary file 8), in line with the qRT-PCR assay finding in which the gRNA PLCL2-5 induced *PLCL2* expression to the greatest extent among the upstream non-coding genome targeting gRNA (Figure 3B). Moreover, gRNA PLCL2-5 was capable of mediating the increase of the *PLCL2* transcript abundance in another uterine mesenchymal cell type T-HESC (Figure 3C). Collectively, these findings support the PLCL2-5-targeted genomic region as a cis-acting element for regulation of the *PLCL2* gene.

**Figure 3.**
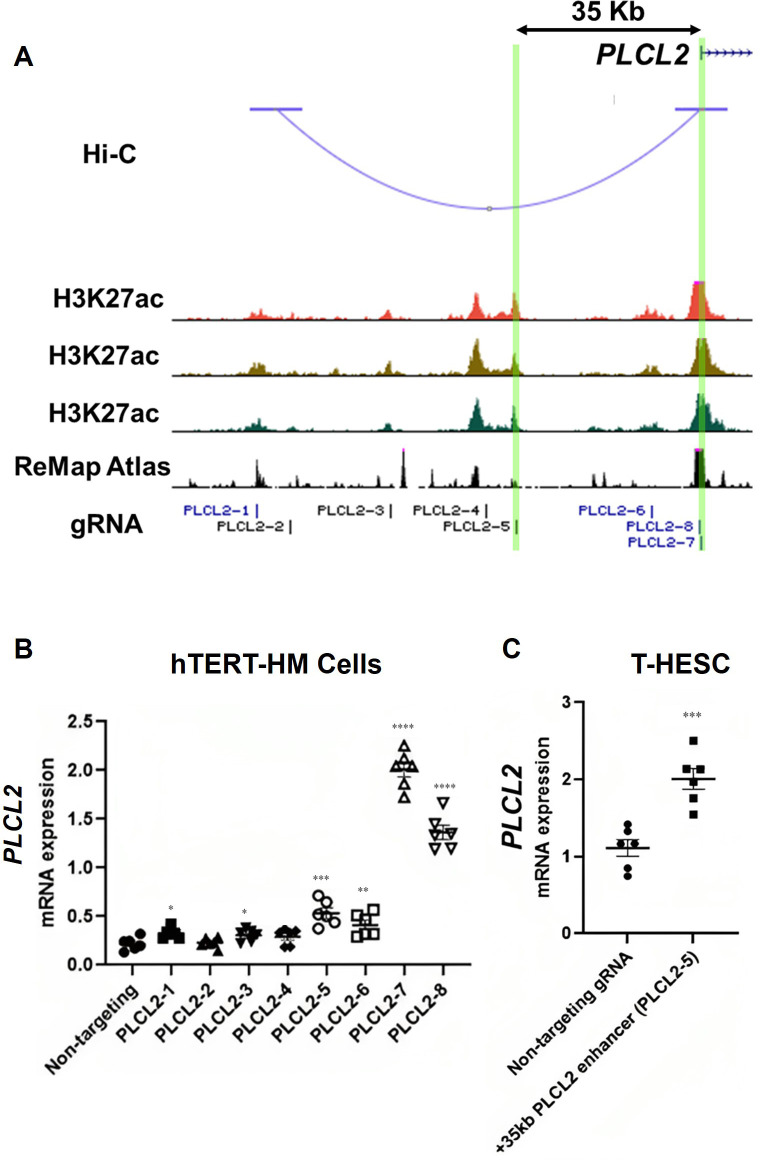
Identification of enhancers for the *PLCL2* gene. (**A**) UCSC Genome Browser track view of the human PLCL2 locus marked with gRNA targeting locations. (**B, C**) Relative PLCL2 mRNA levels measured by qRT-PCR in hTERT-HM cells (**B**) or T-HESC cells (**C**) that express denoted gRNAs with the CRISPR activator (N=3 with technical duplicates). Statistical significance was determined using unpaired t-test for comparisons between two groups, or one-way ANOVA for comparisons between >2 groups. Significance levels are denoted as follows: ****, p<0.0001; ***, p<0.001; **, p<0.01; *, p<0.05. Error bars are shown as mean with SEM.

### PGR as an upstream regulator for the *PLCL2* gene in the human myometrium

After determining its cis-acting element role, the PLCL2-5 targeted genomic region was further examined to identify upstream regulators that control myometrial *PLCL2* expression. This was achieved by first identifying transcription factor occupancy in this genome region in any tissues/cells that are documented in public databases (ReMAP Atlas; Hammal et al., 2022), followed by filtering for factors that have known mRNA and/or protein expression in hTERT-HM cells and tissues using publicly available transcriptomic and histological data including the Human Protein Atlas (Human Protein Atlas proteinatlas.org; Uhlén et al., 2015) and published RNA-Seq datasets (Stanfield et al., 2019; Wu et al., 2020). The resulting candidate upstream regulators for the myometrial *PLCL2* gene are documented in Table 2. Since the *PLCL2* mRNA abundance is much lower in the hTERT-HM cells than in the myometrial tissues, these candidate upstream regulators were further grouped into candidate activators and repressors based on an assumption that a candidate activator would be expressed higher in human myometrial tissue, and a candidate repressor being expressed higher instead in the hTERT-HM cells, holding the *PLCL2* mRNA levels down. Candidate activators for the *PLCL2* gene include known myometrial regulators such as PGR, estrogen receptor alpha (ESR1), and AP-1 (Table 2). Interestingly, the mediator complex protein subunit MED1, cohesion complex members RAD21 and SMC3, and many epigenomic modifiers are among the list of the candidate repressors (Table 2). These findings not only provide candidates for subsequent functional assessment, but also highlight potential pathways for future investigations on the regulation of the contractile gene *PLCL2* expression in the myometrium.

**Table 2.** Candidate upstream regulators that mediate PLCL2-5 enhancer’s regulatory effect on PLCL2 expression.

Candidate Activators	Description
PGR	Steroid Hormone Receptor
ESR1	
FOS, JUN	AP-1 Transcription Factor Subunit, bZIP Transcription Factor
JUN	
JUNB	
JUND	
MAF	bZIP Transcription Factor
BHLHE40	bHLH Transcription Factor, Involved in CLOCK gene regulation
TCF21	bHLH Transcription Factor
MAX	bHLHZ Transcription Factor
FOXO1	Forkhead Box Transcription Factor
MRTFB	Myocardin Family, SRF Transcriptional Co-Activator
STAT3	Transcriptional Regulator
ERG	ETS Transcriptional Regulator
Candidate Repressors	Description
ARID1a	SWI/SNF Family of Epigenetic Modifiers
BRD2	Epigenetic Modifier, Chromatin Reader
BRD4	
KMT2A	Component of MLL Epigenetic Modification Complex
SMARCb1	Component of BAF Epigenetic Modification Complex
ZMYM3	Component of Epigenetic Modification Complex
CREB1	bZip Transcription Factor. Interacts with Epigenetic Modifiers
CREBP	CREB Binding Protein, Epigenetic Modifier
HCAC2	Histone Deacetylase, Epigenetic Modifier
HDAC3	
CLOCK	bHLH Transcription Factor Family, Rhythmic Epigenetic Modifier
MED1	Mediator Complex Subunit
RELB	NF-KB Transcription Factor Subunit
CHD4	Component of NuRD Epigenetic Modification Complex
RAD21	Cohesin Complex Member
SMC2	
REST	KLF Silencing Transcription Factor
TCF4	bHLH Transcription Factor
ZNF687	Zinc Finger Protein, Transcriptional Regulator

We previously demonstrated the regulation of mouse *Plcl2* gene by the myometrial PGR (Wu et al., 2022). To further test whether such a regulatory mechanism is also present in humans, the CRISPRa technology was employed to increase the expression of PGR mRNA and proteins in hTERT-HM cells (Figure 4A and B). Given that the PGR640 gRNA led to higher PGR protein production (Figure 4B), this gRNA was utilized to stimulate myometrial *PGR* expression for subsequent experiments. Indeed, RT-qPCR results showed that PGR overexpression increased *PLCL2* mRNA abundance in hTERT-HM cells (Figure 4C), demonstrating a consistent finding with the mouse model.

**Figure 4.**
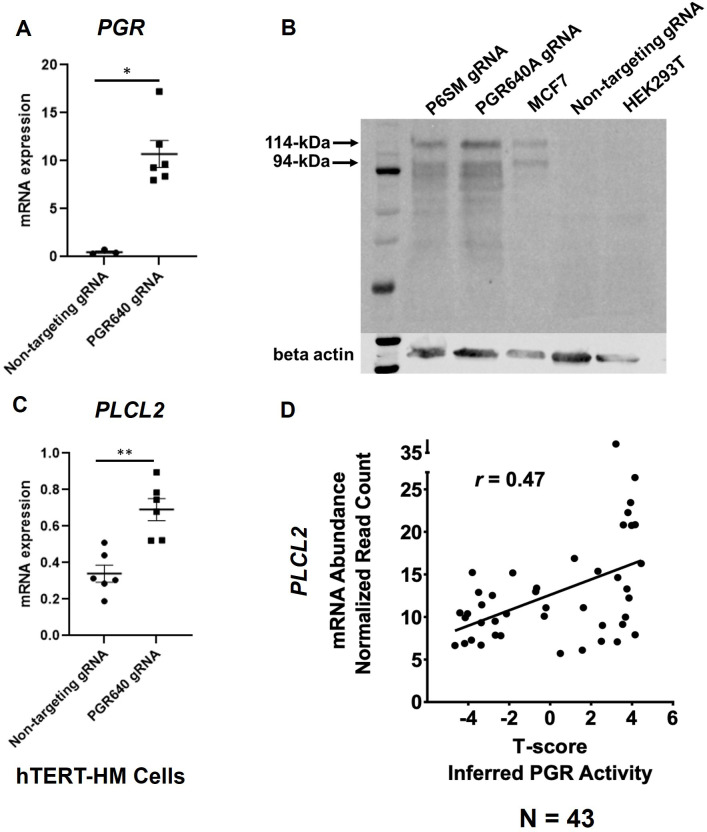
PGR regulation of *PLCL2* expression. (**A**) *PGR* mRNA abundance in hTERT-HM cells with the PGR-promoter targeting (PGR640) or non-targeting gRNAs under the CRISPR activation system. (N=3 with technical qPCR duplicates). (**B**) Protein abundance in hTERT-HM cells with the PGR-promoter targeting (PGR640 and P6SM) or non-targeting gRNAs under the CRISPR activation system. Protein extracts from unmanipulated MCF7 and HEK293T cells serve as positive and negative control for the PGR presence. (**C**) *PLCL2* mRNA abundance in hTERT-HM cells with the PGR-promoter targeting (PGR640) or non-targeting gRNAs under the CRISPR activation system. (N=3 with technical qPCR duplicates). (**D**) Pearson correlation between *PLCL2* mRNA levels and inferred PGR activities (T-Scores) in 43 human myometrial specimens. **, p<0.01; *, p<0.05 by Mann-Whitney test (**A**) and unpaired t-test (**C**). Error bars are shown as mean with SEM. Figure 4—source data 1.Western blot analysis of GAPDH and PGR. Figure 4—source data 2.Western blot analysis of GAPDH and PGR, labelled.

To further explore this regulatory relationship in the human myometrial tissue, we examined the degree of correlation between the inferred PGR activity and the *PLCL2* transcript abundance in myometrial biopsies. Gene expression profiles of myometrial specimens from 13 proliferative-phase, 6 secretory-phase, 14 post-menopausal, and 10 Provera-treated human subjects were determined by the RNA-Seq assay (Supplementary file 9) to take advantage of the wide spectrum of progesterone signaling activities in these samples. Inferred myometrial PGR activities, represented as T-scores (Supplementary file 9), were derived from this normalized gene expression matrix of 43 human myometrial specimens with the previously published mouse myometrial *Pgr* gene signature (Wu et al., 2022; Li et al., 2021). A Pearson correlation analysis found a positive correlation (*r*=0.47) between the T-scores and normalized *PLCL2* mRNA levels in these 43 specimens (Figure 4D). Together, these in vitro and in vivo findings collectively support that PGR is a *PLCL2* activator, likely acting through the 35 kb upstream cis-acting element.

## Discussion

Temporally and spatially regulated gene expression is the foundation of tissue phenotype manifestation. Shchuka and colleagues utilize the mouse model to show that the myometrial epigenome is readily programed for parturition-associated gene induction days ahead of the term pregnancy (Shchuka et al., 2020), laying the ground for subsequent laboring events. We chose to study the human myometrium at the term pregnant nonlabor stage in order to examine the association between the epigenome landscape and the gene expression pattern not only for preparing the myometrium for parturition, but also for maintaining myometrial quiescence. We also performed a multi-omic study on a myometrial specimen from each individual human subject to better align all the datasets together, reflecting specimen and subject individuality. While the variation among specimens is substantial, we were able to identify myometrial cis-acting elements commonly shared among three individuals. As a proof of principle, we subsequently used this information to functionally screen for genomic regions that may mediate the regulation of the contractile-suppressing gene *PLCL2*. The H3K27ac marked 35-kilobase upstream region as a result of the screening then serves as a bridge to identify PGR as one of the upstream regulators for modulating *PLCL2* gene expression in human myometrium. These findings showcase the value of these datasets as a resource for future investigations on the mechanisms of myometrial gene regulation.

Variations across cistromic datasets for the human myometrium are significant (Figure 1; Figure 1—figure supplement 1; Dotts et al., 2023). Contributing factors likely include but are not limited to subject-to-subject differences and batch effects from sample preparations. Taking the H3K27ac marked genomic regions as an example, regions commonly identified in the specimens of this study’s three subjects account for 55.9%, 67.7%, and 57.9% of total H3K27ac-positive intervals in each individual sample, despite our best attempt to reduce the batch effect. Heterogeneity in cell type compositions, likely due to the sampling location, could be a major contributing factor to the variation. It is also speculated that the genomic regions with subject-to-subject variances could be transiently present, and thus, the signal could not be captured across samples. In addition, the underlying health conditions, medications, and environmental challenges among others may also affect the epigenomic profile. Variations could also arise from differences in the detection threshold. We identified an average of 44,238 H3K27ac marked regions per specimen, while Dotts and colleagues found nearly 19,000 per sample (Dotts et al., 2023). Reagent and sample handling could confound with biological variances of specimens, leading to this difference. Future investigations using standardized sample preparation protocols at the single-cell resolution may help to reduce this variation.

Results from the CRISPRa-based Perturb-Seq assay demonstrate the capability of this technology to screen for cis-acting elements that are in topological vicinity of the gene of interest. This assay is particularly useful on genes that are expressed at low levels in the screening platform, that is the cells. The dCas9VPR activator can generate satisfactory signal-to-noise ratios to be detected by single-cell RNAseq. The advantage of assaying with this system is that each individual cell serves as a container to generate data points instead of relying on multiple wells on cell culture plates. Multiplexing with multiple gRNAs can be achieved by using the gRNA sequence as a unique barcode of the cell, enabling the simultaneous collection of numerous data points for each individual gRNA. In the present study, 56.7% of tested cells carried one species of detectable gRNAs, permitting the study of the resulting effect under a single gRNA. Moreover, another 27.0% of assayed cells have more than one species of detectable gRNAs, which opens the possibility to study interactions between different cis-acting elements. However, we failed to use this approach for the purpose of identifying target genes of a putative enhancer of interest (Supplementary file 4). Challenges such as difficulties in defining the criteria of the associated genes and unsatisfactory signal-to-noise ratios on genes already at high baseline levels should be considered in future experimental designs. Taken together, the results of the present study support the use of the CRISPRa-based Pertub-Seq assay under a defined scope.

PLCL2 and its paralog PLCL1 are catalytically inactive members of the phospholipase C family functioning as negative regulators of calcium signaling (Kanematsu et al., 2005; Takenaka et al., 2003; Uji et al., 2002). Both of them are expressed in human myometrial tissues and are able to attenuate oxytocin-induced muscle cell contraction (Peavey et al., 2021). *PLCL1* mRNA abundance is higher in the myometrium at term pregnancy than the non-gravid stage, while *PLCL2* transcript levels remain comparable between the two stages (Wu et al., 2020). Data from cultured human endometrial stromal cells and the genetically engineered mouse model reveal progesterone signaling as the upstream regulator of *PLCL1* and *PLCL2*, respectively (Muter et al., 2016; Peavey et al., 2021). The present study further demonstrates the PGR-dependent regulation of the *PLCL2* gene in the human myometrial cells, suggesting that this pathway is conserved between human and mouse. Importantly, the identification of the cis-acting element 35-kilobase upstream of the *PLCL2* gene opens an avenue to investigate the impact of interactions between PGR and other myometrial transcription regulators on the mechanism of action that controls the myometrial contractile machinery. The future findings in this space could provide insight on progesterone signaling modification and identify progesterone signaling modifiers for the development of novel therapy that targets parturition disorders.

## Materials and methods

### Collection of myometrial specimens

Permission to collect human tissue specimens was prospectively obtained from individuals undergoing hysterectomy or cesarean section for benign clinical indications (H-33461). Gravid myometrial tissue was obtained from the margin of the hysterotomy in women undergoing term cesarean sections (>38 weeks estimated gestational age) without evidence of labor. Non-gravid myometrial tissue was collected from pre-menopausal women undergoing hysterectomy for benign conditions. Specimens from gravid women receiving treatment for pre-eclampsia, eclampsia, pregnancy-related hypertension, or pre-term labor were excluded.

### Human cell lines

Human immortalized myometrial cells (hTERT-HM) (Condon et al., 2002) cells and human immortalized endometrial cells (T-hESC; ATCC, CRL-4003) were cultured in DMEM/F-12 (Invitrogen, Grand Island, NY, USA; Cat. No. 11320033.) supplemented with 10% Fetal Bovine Serum (FBS, Gibco; Cat. No. 26140079) and antibiotics (10 000 IU/mL penicillin, 10 000 IU/ mL streptomycin; Life Technologies, Grand Island, NY). Cell culture media was filtered using the 0.22 µm Rapid-Flow Sterile Disposable Filter Units (Nalgene). Cells were incubated at 5% CO_2_ and 37 °C.

### RNA isolation and RT-qPCR

RNA was isolated from cells using TRIzol Reagent (Invitrogen; Cat. No. 15596026) and the RNeasy mini RNA isolation kit (QIAGEN, Hilden, Germany). cDNA was prepared using Moloney Murine Leukemia Virus reverse transcriptase (Thermo Fisher Scientific; Cat. No. 28025013) with Random Hexamers (Invitrogen, Waltham, MA, USA) according to manufacturer protocol. For quantitative analysis of mRNA, SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, Hercules, CA, USA; Cat. No. 1725271) was used according to manufacturer instructions. Relative mRNA expression was determined by standard curve-based method (Larionov et al., 2005). Relative expression of genes of interest was normalized to the 18 S rRNA. Briefly, reaction samples were prepared to a volume of 20 µl with 5 uM of both forward and reverse primers, cDNA, and a final 1 x concentration of the SYBR Green Supermix. The following primers were used: PGR forward primer: TTTAAGAGGGCAATGGAAGG; PGR reverse primer: CGGATTTTATCAACGATGCAG; PLCL2 forward primer: TATGACATGATGATTCAGTCCCTC; PLCL2 reverse primer: TTCCTTGGTGCCTATGCTGT; 18 S forward primer: GTAACCCGTTGAACCCCATT; 18 S reverse primer: CCATCCAATCGGTAGTAGCG. The reaction was heated to 95 °C for 30 s, followed by 39 cycles of denaturation at 95 °C for 15 s and annealing and elongation at 60 °C for 30 s. Temperature cycles were performed on the CFX Connect Real-Time PCR Detection System (Bio-Rad). Experiments were performed in three biological replicates and two technical replicates, where biological replicates describe independent samples, and technical replicates describe repeated measurements on the same biological samples.

### Western blot assay

Protein was isolated from cells using the RIPA Lysis and Extraction Buffer (Thermo Scientific; Cat. No. 89900) with the following specifications: approximately 300,000 cells were pelleted and lysed with 100 µl of complete Pierce RIPA buffer. Protein was quantified using the BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA) as instructed by the manufacturer, and 40 µg of protein were loaded per lane on a Mini-PROTEAN TGX Precast Protein gel (Bio-Rad; Cat. No. 4568094) with the Precision Plus Protein Dual Color Standards Ladder (Bio-Rad; Cat. No. 1610374). Protein lysates from MCF7 cells were used as positive controls, while protein lysates from HEK293T cells were used as negative controls. Gels were transferred to nitrocellulose membrane using the Turbo-Blot transfer system (Bio-Rad) according to the manufacturer’s instructions. The membrane was blocked with 5% milk (Santa Cruz Biotech, Santa Cruz, CA, USA) in TBST 20 mM Tris, pH 7.4 (Lonza, Morrisville, NC, USA), 140 mM NaCl (Lonza), 1% TWEEN-20 (Sigma). PGR protein was detected using Monoclonal Mouse Anti-Human Progesterone receptor clone PgR 1294 (Dako; GA09061-2). B-actin protein was detected using Rabbit polyclonal Actin Antibody (I-19)-R (Santa Cruz Biotech, Dallas, TX, USA; sc-11616-R; Lot#DO406). Both antibodies were diluted 1:1000 in milk and incubated with blots overnight at 4 °C. Bands were detected using Donkey Anti-Mouse (LI-COR Biosciences, Lincoln, NE, USA; 926–32212; Lot # C60524-15) and Goat anti-rabbit (LI-COR Biosciences; 926–32211; Lot # DOO304-15) diluted 1:20,000 in milk and incubated with blots for 45 min at room temperature. Blots were imaged using Odyssey Fc Imager (LI-COR Biosciences) using the 800 nm channel for 10 min and the 700 nm channel for 30 s (to image ladder).

### RNA-Seq library preparation

RNA-Seq libraries were prepared according to the Illumina TruSeq Stranded mRNA protocol Document # 1000000040498 v00. Libraries were sequenced using the Illumina NextSeq 500 and NovaSeq 6000 systems.

### ChIP-Seq library preparation

The ChIP-Seq assay was performed by the Active Motif service laboratory using snap-freeze human myometrial specimens. The H3K27Ac ChIP reactions were conducted with 10 μg of tissue chromatin and 4 μg of H3K27Ac antibody (Active Motif; Cat. No. 39133). The H3K4me1 ChIP reactions were carried out by using 10 µg of tissue chromatin and 4 µl of H3K4me1 antibody (Active Motif, Cat. No. 39297). Libraries were prepared by a custom Illumina library with the standard Illumina PE adaptors (Short et al., 2008). Libraries were sequenced using the Illumina NextSeq 500 and NovaSeq 6000 systems.

### Hi-C library preparation

Snap-freeze human myometrial specimens were shipped to the Arima Genomics and the Active Motif service laboratories for preparation of the Hi-C library using the Arima-HiC Kit (Arima Genomics A510008), protocol version A160132 v00. Libraries were sequenced in the NIEHS on the Illumina NovaSeq 6000 platform.

### CRISPR activation (CRISPRa) assay

#### Acquisition of guide RNA expression vectors for CRISPRa assay

All gRNA expression vectors were synthesized by and acquired from VectorBuilder. gRNA expressing vectors for PGR targeting (PGR640A and P6SM), non-targeting control, and the empty backbone were purchased from VectorBuilder under the catalog numbers VB191117-1498rhp (PGR640), VB210824-1268wmh (P6SM), VB191117-1500trj, and VB190918-1522gwq, respectively.

#### Acquisition of dCas9-VPR-mCherry for CRISPRa assay

IGI-P0492 pHR-dCas9-NLS-VPR-mCherry was a gift from Jacob Corn (Addgene plasmid #102245; http://n2t.net/addgene:102245; RRID:Addgene_102245).

### Production of Lentiviruses

All lentiviruses were packaged in HEK293T/17 cells (ATCC # CRL-11268) according to published method in Current Protocols in Neuroscience (Chen et al., 2019). Briefly, 293T cells were transiently transfected with pMD2G, psPAX2, and a transfer vector containing the desired gene using Lipofectamine 2000. Supernatant was collected 48 hr post-transfection and concentrated by centrifugation at 50,000 × *g* for 2 hours. Pellets were resuspended in PBS and used for infection. To determine titer, HEK293T/17 cells were infected with lentiviral samples. Five days post-infection, Qiagen DNeasy Blood & Tissue Kits was used to isolate chromosomal DNA from infected cells. All titers were determined by performing droplet digital PCR (ddPCR) to measure the number of lentiviral particles that integrated into the host genome.

### CRISPRa viral transduction

hTERT-HM cells were infected with lentiviral gRNA expression vectors with a multiplicity of infection of 4 (MOI = 4) and with dCas9-VPR-mCherry at an MOI = 4. gRNA expression vector and dCas9-VPR-mCherry expression vectors, following lentiviral transduction, confer GFP and mCherry fluorescent markers, respectively.

### Fluorescence-activated cell sorting for CRISPRa assay

Cells were examined using a BD FACSAria II cell sorter (Becton Dickinson Biosciences, San Jose, CA) equipped with FACSDiVa software. Initially, a ‘scatter’ gate was set on a forward scatter (FSC-A) versus side scatter (SSC-A) dot plot to isolate the principal population of cells free of debris. Subsequently, cells were consecutively gated on a side scatter height (SSC-H) versus width (SSC-W), then a forward scatter height (FSC-H) versus width (FSC-W) dot plot to isolate single cells. GFP-expressing cells were excited off a 488 nm laser and detected using a 525/50 nm filter. mCherry-expressing cells were excited off a 561 nm laser and detected using a 610/20 nm filter. Double positive cells were collected based on non-transfected controls and used for further cultural/biochemical analysis.

### Perturb-Seq library preparation

The cells in suspension were counted and examined for viability with trypan blue staining using a TC-20 cell counter (Bio-Rad). Approximately 16,500 live cells at 1×10^6^ cells/ml concentration with 65% or above viability were loaded into the Single Cell Chip to generate single cell emulsion in Chromium Controller with Chromium Single Cell 3’ Library & Gel Bead Kit v3.1 (10x Genomics, Cat. 1000268). Reverse transcription of mRNA and cDNA amplification were carried out following the manufacturer’s instruction (10 x Genomics, Cat. 1000268, Cat. 1000262 with 10 x Genomics protocol CG000316). The amplified cDNA was separated into CRISPR-sgRNA-derived cDNA and transcriptome-derived cDNA. The CRISPR-sgRNA-derived cDNA was used to make NGS sequencing libraries. The transcriptome-derived cDNA was further fragmented to construct NGS libraries. Both libraries were then sequenced together with the molar ratio of 1–4 by the NIEHS Epigenomics and DNA Sequencing Core Laboratory with the parameters recommended in the manufacturer’s instruction.

### Human enhancer perturb-seq data analysis

The raw sequencing FASTQ files generated from both the transcriptome and CRISPR screening libraries were processed together by Cell Ranger software (version 4.0.0, 10 X Genomics). The ‘cellranger count’ pipeline used STAR for aligning the reads to the human reference, GRCh38 ‘refdata-gex-GRCh38-2020-A’ (10 X Genomics), and associated gene expression profile with guide RNA (gRNA) identity by unique barcode in each cell. Seurat software (version 3.6.3) was utilized to perform clustering analysis on the combined dataset (Satija et al., 2015). We applied the SCTransform package to normalize gene expression counts across cells (Hafemeister and Satija, 2019). The cells were clustered based on the number of unique gRNA types detected. The cell populations containing more than one type of gRNA were excluded from further analyses. We applied two approaches to determine the association between gRNAs and target genes:

- For each cell cluster having gRNA with known target genes, such as PLCL1 and PLCL2, we compared the expression of target genes in these clusters to the cluster with scramble control gRNA. We defined individual gRNA activation as a fold change greater than 1.5.
- For cell clusters having gRNAs with unknown target genes, we identified differentially expressed genes by performing pair-wise comparisons between each cluster and the cluster with scrambled control gRNA. This analysis was conducted using the ‘FindAllMarkers’ function in the Seurat package. Target genes were defined as those with a fold change greater than 1.5 and an adjusted p-value less than 0.05. Additional perturb-seq data analysis is provided in Supplementary file 7, with a summary table available in Supplementary file 1.

### ChIP-Seq

The raw ChIP-seq reads (51 bp, single-end) were filtered with average quality scores greater than 20. Adapter sequences were trimmed from reads using cutadapt (v1.12). Then the reads were aligned to the human reference genome (hg38) using Bowtie (v1.1.2) (Langmead et al., 2009), requiring unique mapping and allowing up to 2 mismatches per read (-m 1 v 2). Duplicated reads with identical sequences were removed using Picard tools. To visualize the read coverage, BigWig files were generated from the bedgraph files of each sample using bedGraphToBigWig. These bigWig files were displayed as custom tracks on the UCSC genome browser.

The normalization of sequencing depth across all ChIP-seq datasets was achieved by downsampling to 20 million uniquely mapped reads per sample. The initial peaks of each sample were identified using MACS2 with a cutoff of adjusted p-value < 0.0001 (Zhang et al., 2008). The gene associated with each peak was predicted by searching the TSS of nearby genes within a 100 Kb range using HOMER (Heinz et al., 2010). The summary table is available in Supplementary file 1.

### Identification of union peaks between H3K27ac and H3K

#### 4me1 peaks

The initial union peaks between H3K27ac and H3K4me1 in each sample were identified using the ‘merge’ function of BedTools. The common union peaks from multiple samples were used for downstream analysis.

### Identification of union peaks for term pregnant myometrial specimens

Additional H3K27ac ChIP-seq and related input data were obtained from GEO (GSE202027; patients 1, 4, and 7). The same ChIP-seq analysis pipeline described above was applied to those samples. To obtain a comprehensive set of peaks across all H3K27ac ChIP-seq datasets, the peak intervals from each dataset were merged using BedTools.

### Identification of super enhancers

H3K27ac-positive enhancers were defined as regions of H3K27ac ChIP-seq peaks in each sample. The enhancers within 12.5 Kb were merged by using the bedtools merge function with the parameter ‘-d 12500’. The combined enhancer regions were called super enhancers if they were larger than 15 Kb. The common super enhancers from multiple samples were used for downstream analysis (Wang et al., 2008).

Colocalization of super enhancers and PGR genome occupancy was compared by calling peaks from previously published PGR ChIP-seq data (GSM4081683 and GSM4081684). The percentages of enhancers and super enhancers that manifest PGR occupancy were calculated by overlapping the genomic regions in each category with PGR occupancy regions.

### RNA-Seq analysis of term myometrial specimens

The raw paired-end reads (51 bp, paired-end) were initially processed by applying a filter with an average quality score of 20. Adaptor sequences were subsequently removed from reads using cutadapt version 1.12. The processed reads were then aligned to the human reference genome (hg38) using the STAR aligner version 2.5.2b. The gene expression levels in each sample were determined by counting the total number of paired-end reads mapped to each gene using DESeq2 R package version 1.12.4 (Love et al., 2014). The gene expression count matrix was normalized based on the ratio of total mapped read pairs in each sample to 56.5 million. Only the genes with average normalized count across all samples larger than one were used for further analysis. The Bioconductor package edgeR was applied to the gene expression count matrix to detect differentially expressed genes between groups of interest (Robinson et al., 2010). The false discovery rate (FDR) of differentially expressed genes was estimated using the Benjamini and Hochberg method.

### RNA-Seq analysis of Provera-treated human myometrial specimens

The raw paired-end reads (76 bp, paired-end) were processed by applying a filter with an average quality score of 20. Adapter sequences were removed from reads using cutadapt (v1.12). The processed reads were then aligned to the human reference genome (hg38) using the STAR aligner (v2.5.2b). Fragments Per Kilobase Million (FPKM) was calculated for each gene in each sample by using Cufflinks version 2.0.2.

### Hi-C

The raw reads (51 bp, paired-end) generated from the HiC library were mapped to the human reference genome (hg38; Genome Reference Consortium Human GRCh38 from December 2013) using HiCUP version 0.7.1 (Wingett et al., 2015). The uniquely mapped di-tag passing quality filtering with distance larger than 10 Kb was used for downstream analysis. Chromatin loops were identified using the ‘hiccups’ function of Juicer version 1.8.9 with default parameters (Durand et al., 2016). The A/B compartments were predicted at 100 Kb resolution using the ‘eigenvector’ function of Juicer. The Hi-C summary table is available in Supplementary file 1, and the quality control data are provided in Supplementary file 2.

### DNA-binding factor motif enrichment analysis

Enriched motifs were identified by HOMER (Hypergeometric Optimization of Motif EnRichment) v4.11 with default background sequences matching the input sequences (Heinz et al., 2010).

### Inferred myometrial PGR activities and the correlation analysis

The inferred PGR activities were represented by the T-score, which was derived by inputting the mouse myometrial *Pgr* gene signature, based on the differentially expressed genes between control and myometrial *Pgr* knockout groups at mid-pregnancy (Wu et al., 2022), into the SEMIPs application (Li et al., 2021). The T-scores were computed using this signature alongside the normalized gene expression counts (FPKM) from 43 human myometrial biopsy specimens.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE244735. Materials are available on request by contacting the corresponding author, Francesco DeMayo. The following dataset was generated: WuSP QuirozE WangT RedeckeSM XuX LinL AndersonML DeMayoFJ 2024Myometrial specimensNCBI Gene Expression OmnibusGSE244735 The following previously published dataset was used: DottsAJ ReimanD YinP KujawaS GrobmanWA DaiY BulunSE 2022In vivo genome-wide PGR binding in pregnant human myometrium identifies potential regulators of laborNCBI Gene Expression OmnibusGSE20202910.1007/s43032-022-01002-0PMC998876235732928

How the deposited data were processed for this re-analysis (not part of the article)

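RNA sequencing of 3 term pregnant nonlabor myometrial specimens, 1 library per subject, was re-analysed from the 1 table of gene expression that the authors deposited. The unit is FPKM. For these specimens the authors filtered paired-end reads on average quality, trimmed adaptors with cutadapt and aligned the reads to hg38 with STAR. They then counted read pairs per gene, for which the paper's methods name DESeq2. Whether the FPKM values were made from these counts is not stated in the paper's text. The methods also describe a scaling of the count matrix to a fixed number of mapped pairs and a filter on the average normalized count. The deposited FPKM table was not limited by such a filter, since 6077 of its 28069 genes (21.7%) are listed at 0 in all 3 specimens. For other specimens the methods name Cufflinks as the source of FPKM, and for these 3 the paper's text names no tool. FPKM divides by gene length and library size, so a gene that takes a large share of the reads lowers all others. The 10 most abundant genes held 13.8% of the summed FPKM in specimen A, 19.5% in specimen B and 17.7% in specimen C. No column of another sample was present. The ChIP-seq, Hi-C and CRISPR activation experiments were not analysed here.

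The columns were treated as unnumbered specimens of 1 condition, because their codes do not occur in the sample titles. Depth was read from the steps of FPKM times gene length in microRNA genes of at most 120 bp in the RefSeq annotation. At the depths found, counting error is small for genes of usual length at FPKM 1, and the floor of 3 fragments lay between 0.0291 and 0.0476 FPKM for PAEP, whose exons cover 1454 bp. These floors take the smallest step as 1 mate and cover counting error only. An exact 0, or a value near 0, can also be a failed estimate or reads shared with copies of a gene, so such genes are only said to be listed at 0.

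From the FPKM values, active genes (FPKM of 1 or more), their classes at FPKM 5 and 15 and their overlap between specimens were counted. Lists of genes were compared with 10000 random lists of the same size. For the level of super-enhancer-associated genes the random lists came from all active genes. For their spread between specimens, and for marker lists, random genes were drawn from 20 bins of mean expression, and values were taken as log2(FPKM + 1), so that changes of low genes are understated. A list was called outside the range when its median fell below the 2.5 or above the 97.5 percentile of the random lists. The percentiles describe these libraries and are not p-values. For each specimen, 16 marker lists were compared with the mean of the other specimens, over genes with a mean FPKM of at least 0.1. The lists were smooth muscle, endothelium, fibroblast, macrophage, lymphocyte, neutrophil, red blood cell, decidual stroma, trophoblast, epithelium, mesothelium, adipocyte, immediate early response, hypoxia response, heat shock response, and labor and inflammation. Transcription factors of the motif table in Supplementary file 4 were matched to genes by the name of the motif, and their activity was compared with Fisher's exact test. Exon length and GC content came from GENCODE release 44 on hg38, which matched 92.3% of the symbols, older symbols included. The procedures were tested on simulated data. A list of 346 genes raised in level 1.5 times was found in 19 of 20 simulations. A list of 346 genes with a spread 1.5 times wider was found in 20 of 20, and a list of 10 genes doubled in 1 specimen in 20 of 20. Unchanged lists fell outside the range in 0, 1 and 0 of 20. Each simulated gene varied on its own and had a mean FPKM of 1 or more. These rates therefore do not cover genes that vary together, shorter lists or lower genes. The observed excess in spread was smaller than the simulated one, with a median SD of 0.25 against 0.21 in matched lists.

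The main settings, the alternatives, the marker lists and the rule for the genes to name were fixed before the data were examined, except where the text says otherwise. By the rule, the genes to name were PLCL2, PLCL1, PGR, ESR1, GJA1 and those of Table 2, the factors of Figure 1C, the genes of the terms in Figure 2C, the 10 super-enhancer-associated genes and the 5 genes overall with the highest mean FPKM, and genes of the marker lists where needed. MALAT1 and H3F3A, and SMC3, which the paper's text names beside Table 2, fall outside the rule and were added after the values were seen. Genes whose level in 1 person can reveal a personal trait are not named. The alternatives were other thresholds, TPM, scaling by the median ratio of each specimen to the mean over specimens (factors 1.10, 0.950 and 0.962), a pseudocount of 0.1, other backgrounds and filters, each symbol counted once, and leaving out each specimen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The enhancer tables of the paper's supplement were not used here.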

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

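The tests on scaling, GC content and gene length, another tissue and carry-over were chosen after the result was seen. Outlier tests between specimens were not made, since there were only 3.

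The epithelial marker list and the decidual stroma marker list stood out in specimen A. Neither gene set is discussed in the paper. For the epithelial list the median log2 difference in specimen A from the mean of the other specimens was 3.21, with 8 of 8 genes higher, and it was -1.89 in specimen B and -1.23 in specimen C. The decidual stroma list had 2.73 in specimen A, with 5 of 5 genes higher, -1.68 in specimen B and -2.37 in specimen C. In specimen A both lay above all 10000 random lists matched on mean expression. PAEP, an abundant secretory product of endometrial glands, was listed at an FPKM of 4656 in specimen A, 1.27 in specimen B and 195 in specimen C, where 3 fragments would give 0.0291, 0.0345 and 0.0476. IGFBP1 was listed at 251 in specimen A, 0.058 in specimen B and 0.710 in specimen C, PRL at 20.1, 0.494 and 0.087, DKK1 at 301, 49.8 and 46.6, SCARA5 at 63.8, 16.4 and 4.44, and EPCAM at 15.6, 0.029 and 0.315. LEFTY2 of the decidual list was highest in specimen C, at 19.3, against 11.2 in specimen A and 1.81 in specimen B. Of the 8 epithelial genes, 2 had FPKM of 1 or more in both specimens B and C, and of the 5 decidual genes 3 did, so part of these lists is also found in specimens with low values of the rest. No gene of either list is among the 346 super-enhancer-associated genes.

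The tables argue against several technical sources. After median ratio scaling the epithelial list of specimen A still differed by 3.08. Removing the trend with GC content and exon length left 3.18 for the epithelial and 2.67 for the decidual list. A specimen of a different tissue under this label is also excluded as the whole cause: the lowest of the 12 smooth muscle genes had an FPKM of 108 in specimen A. What stays open, as a hypothesis, is that the biopsy of specimen A may have included some endometrium or decidua, the tissue that lines the myometrium. That 8 of the 8 epithelial markers were higher describes the pattern and does not decide on its source. A change of gene expression within cells was not tested, and with 1 condition no biological explanation was tested.

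PAEP in specimen C stood at 4.19% of its level in specimen A, while specimen B stood at 0.0273%. If reads of specimen A had been carried over into the library of specimen C, other abundant genes would show the same percent. IGFBP1 in specimen C was at 0.283% of specimen A, and PRL was at 0.433%, which argues against carry-over as the whole cause. EPCAM was at 2.02% and CDH1 at 1.78%. No source of PAEP in specimen C was tested further.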

How the results depend on the processing

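The count of active genes stayed within 1.5 times its mean of 12157 under all alternatives, from 10083 at FPKM 2 to 14746 with TPM, and from 11832 to 12356 across the fits that each left out 1 specimen. Specimen A had the highest count under each threshold and scaling. Counting each symbol once moved nothing, since no symbol is repeated. The share of high-expressing genes, 24.6% in the main setting, was 24.4% by mean FPKM, 26.9% among genes active in all 3 specimens, 26.3% by highest FPKM among genes active in at least 1, and 46.2% with TPM. For the middle class the share was 34.3% among genes active in all 3 and 26.2% with TPM. For low-expressing genes it was 38.8% among genes active in all 3, 42.2% by highest FPKM and 27.6% with TPM. TPM multiplies all values of a specimen by a factor, so fixed cut points then select other genes, and choosing genes in all 3 specimens removes low ones by construction.

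The level of super-enhancer-associated genes lay above all random lists, both in median and in share of high-expressing genes, under every alternative of background, scaling and specimens. The share itself was 48.7%, 52.3% by highest FPKM, 79.8% with TPM, and 47.7% to 48.7% across the fits that each left out 1 specimen. The mean of the specimen medians over the genes of the terms in Figure 2C was 16.6 to 17.1 across the fits that each left out 1 specimen, an alternative that was added after seeing the data. The mean Pearson correlation between specimens, 0.953, became 0.923 with a pseudocount of 0.1 and 0.977 over all genes, and the mean Spearman correlation, 0.938, became 0.956 over all genes.

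The wide spread of super-enhancer-associated genes between specimens depended on 1 library. Its percentile among matched lists, 99.99, was 99.98 to 99.99 with a pseudocount of 0.1, median ratio scaling, TPM and genes active in all 3 specimens, and ran from 43.6 to 100 across the fits that each left out 1 specimen. The lowest value was the fit without specimen C.

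Of 48 comparisons of a marker list in a specimen, 30 lay outside the range of matched lists in the main setting. These 30 were followed under the 5 alternatives, and they kept their direction except mesothelium in specimen A, with a median log2 difference of 0.83 over 3 genes. It fell below the middle of the matched lists with TPM, at 0.10, and with no filter on mean FPKM, at 0.031. The cause was not tested. It also fell inside the range with a mean FPKM of at least 1. Of the others, trophoblast in specimen B fell inside the range with a pseudocount of 0.1 and with TPM, and adipocyte in specimen C with TPM and with no filter, without a change of direction. The odds ratio of the motif test, 4.74, stayed above 1 with a p-value from Fisher's exact test under 0.05 in all alternatives, from 2.76 for factors active at FPKM 5 to 5.65 at the stricter motif threshold, and from 4.50 to 5.25 across the fits that each left out 1 specimen. PLCL2 had a mean of 3.02, and of 9.17 with TPM, which multiplies all values of a specimen, and of 2.62 to 3.67 across the fits that each left out 1 specimen. With median ratio scaling, PLCL2 and the other 34 genes, PLCL1 and those of Table 2, moved by less than their SD.

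No paired analysis was possible because the table holds 1 condition. With 1 library per subject and 3 subjects, no value separates differences between subjects from differences between biopsies or libraries. Depth limits little at FPKM 1, but values near 0 carry few fragments.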

Differences from the paper's values

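The values compared with the paper were the numbers of active genes in its text and Table 1 and the number of active genes associated with super enhancers, and none of them was more than 1.5 times away. The shares of enhancers in Figures 1B and 2B count enhancers rather than genes and were not compared.

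The paper's Figures 1B and 2B name the expression classes as the top, middle and bottom parts of active genes, in equal shares. With the FPKM cut points given there, the classes held 24.6%, 31.0% and 44.4% of the active genes, and equal shares would need cut points at an FPKM of 3.50 and 10.6.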

Other observations

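The tests on composition, level, motif factors, immediate early genes and cell type lists were set before the data were examined. The tests on depth, gene length, and the specimens that carry the spread were chosen after the result was seen. All libraries come from 1 condition, so no explanation by condition was tested.

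Specimen A had 12809 active genes, against 11761 and 11902 in the others. A few abundant genes taking much of the FPKM in specimens B and C would lower their other genes. After median ratio scaling, 63.7% of the range between specimens was left, so composition is not the whole cause. A deeper library is also argued against: among 25897 genes with a known length, specimen A had 12595 active genes, and 12596 on average when its reads were drawn at the depth of specimen C, which had 11740. Specimen B was deeper than specimen C and had fewer active genes. RNA from further cell types in specimen A remains open. Genes at least 4 times higher (FPKM + 1) in 1 specimen than in both others numbered 75 in specimen A, 4 in specimen B and 17 in specimen C.

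The 16 marker lists differed between specimens more often than random lists: 30 of 48 comparisons lay outside the range, where chance gives 2.4. Genes of a cell type vary together, so lists of related genes leave the range more easily than random ones. The comparisons of a list are also not independent. Each specimen was set against the mean of the others, so a list high in 1 specimen tends to be low in the others. The epithelial and decidual stroma lists, high in specimen A, were outside the range in specimens A, B and C. The smooth muscle list had a median log2 difference of -0.56 in specimen A, 0.44 in specimen B and 0.10 in specimen C, the last inside the range. For endothelium the values were 0.27, -0.32 and 0.04, with only specimen B outside, and for fibroblast -0.26, 0.24 and -0.13, all inside. Macrophage genes gave 0.50, 0.35 and -0.69, all outside, with 12 of 12 genes higher in specimen A and 12 of 12 lower in specimen C. Lymphocyte genes gave 0.74, -1.03 and -0.02, with specimens A and B outside. In the neutrophil list, medians were 0.10, 0.62 and -0.72, with specimens B and C outside. The red blood cell list showed -1.40, 0.19 and 1.29, with specimens A and C outside and 8 of 8 genes lower in specimen A. Trophoblast values of 0.32, -0.71 and 0.39 rest on 2 of 10 genes, mesothelium values of 0.83, -0.35 and -0.38 on 3 of 5, and adipocyte values of -0.04, 0.55 and -0.62 on 3 of 6. Among these small lists, trophoblast in specimen B, mesothelium in specimen A and adipocyte in specimens B and C were outside, and mesothelium in specimen A changed side under some alternatives. A different mix of cell types in the biopsies and a change of expression within cells cannot be told apart, since either can move a list together, as in the epithelial list with 8 of 8 genes higher in specimen A, and the table holds 1 value per gene for the whole biopsy. Other lists did not move together, such as fibroblast in specimen A, with 4 genes higher and 6 lower. A lower share of muscle alone would raise all other lists alike, and the red blood cell list moved the other way in specimen A.

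Immediate early genes had a median log2 difference of 0.10 in specimen A, 0.39 in specimen B, with 13 of 16 genes higher, and -0.46 in specimen C, with 11 of 16 lower. Specimens B and C were outside the range. The heat shock list gave -0.39, 0.00 and 0.33, with specimens A and C outside, the hypoxia list -0.22, -0.24 and 0.14, with specimens A and C outside, and the labor and inflammation list 0.00, -0.51 and 0.51, with specimens B and C outside. A response to tissue collection shared by these lists was expected to move them the same way in a specimen. In specimen C the heat shock list was at percentile 99.73 of the matched lists while the immediate early list was below all of them. The expectation was thus not met there. This cannot decide on a single shared response, since its lists could rise and fall at different times, and each specimen has 1 library. A single response and separate responses both remain open. Of the 16 immediate early genes, 7 are on the list of super-enhancer-associated genes, which the authors took from these libraries.

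Super-enhancer-associated genes differed more between specimens than other active genes. The median SD of log2(FPKM + 1) over 343 genes was 0.25, and matched lists gave 0.20 to 0.23. Expression level is not the cause, since the list was at percentile 99.99 of lists matched on level. Matching also on exon length and GC content gave a percentile of 100, and 100 again with all marker list genes left out. Without specimen A the percentile was 98.63, so the additional tissue proposed for that specimen is not the whole cause. Without specimen C it was 43.63, so the excess is a hypothesis about how specimen C differs from the others, and it may not hold in further subjects.

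The motif table of Supplementary file 4 names 181 factors found among the genes. Of 25 factors whose motif the paper gives a q-value under 0.05 in the common enhancers, 21 (84.0%) had a mean FPKM of 1 or more, and of the 156 others 82 (52.6%) did, an odds ratio of 4.74 (Fisher's exact test, two-sided, p = 0.00399). The prediction that factors with an enriched motif are more often active was met. Factors of a family share motifs and are not independent. Without the 8 enriched bZIP factors and the others of that family, an alternative chosen after seeing the data, 14 of 17 against 77 of 150 factors were active (exact p = 0.0194). All 13 factors of Figure 1C that were examined were active, from NR3C1 with a mean FPKM of 2.61 to FOS with 112.

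For PLCL2, on chromosome 3 of hg38 from 16802651 to 17090604, the FPKM was 3.82 in specimen A, 3.52 in specimen B and 1.73 in specimen C, a mean of 3.02 ± 1.13 (SD, n = 3), in the low-expressing class. PLCL1 had 16.5 ± 6.96 and PGR 4.55 ± 2.05 (SD, n = 3). In specimens A, B and C the FPKM was 23.5, 16.6 and 9.55 for PLCL1, and 6.855, 3.84 and 2.94 for PGR. Both were thus highest in specimen A, where the epithelial and decidual stroma lists were also high. Without specimen A the mean was 13.1 for PLCL1, below the high-expressing class, and 3.39 for PGR. All 33 genes of Table 2 had a mean FPKM of 1 or more, with CREBP read as CREBBP and HCAC2 as HDAC2. The 14 candidate activators had a median of the mean FPKM of 19.4 and the 19 candidate repressors of 4.21. TCF21 was the lowest activator by mean, listed at 2.02 in specimen B and at no more than 0.501 in specimens A and C, and without specimen B its mean falls below 1. The paper sorted these genes by comparing tissue with a cell line, which was not analysed here. The paper's text names SMC3 where Table 2 has SMC2. SMC3 had an FPKM of 7.01 ± 2.22 and SMC2 of 1.36 ± 0.533 (SD, n = 3).

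The 8 PLCL2 guide sequences of the paper each matched chromosome 3 of hg38 exactly at 1 place, beside an NGG motif, at the coordinates the supplement gives. PLCL2-5 lies from 16850071 to 16850090, 34.9 kb upstream of the start of the canonical PLCL2 transcript at 16884955. GENCODE release 44 also has a PLCL2 transcript that starts at 16802651, 82.3 kb further upstream. PLCL2-1 lies 1289 bp upstream of the start of that transcript. PLCL2-2 to PLCL2-8 lie downstream of that start, within the span of the gene, and overlap no annotated PLCL2 exon. The end of that transcript was not examined, so whether these guides fall in an intron of it is not known here. Whether that transcript is used in myometrium was not analysed here, since the table gives 1 value per gene.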
